# *Usp22* Overexpression Leads to Aberrant Signal Transduction of Cancer-Related Pathways but Is Not Sufficient to Drive Tumor Formation in Mice

**DOI:** 10.3390/cancers13174276

**Published:** 2021-08-25

**Authors:** Xianghong Kuang, Michael J. McAndrew, Lisa Maria Mustachio, Ying-Jiun C. Chen, Boyko S. Atanassov, Kevin Lin, Yue Lu, Jianjun Shen, Andrew Salinger, Timothy Macatee, Sharon Y. R. Dent, Evangelia Koutelou

**Keywords:** mammary gland epithelial cells, mouse, SAGA, *Usp22* overexpression, migration, PI3K-AKT, WNT-beta catenin, estrogen response early

## Abstract

**Simple Summary:**

Increased levels of the *Usp22* deubiquitinase have been observed in several types of human cancer, particularly highly aggressive, therapy-resistant tumors. However, the role of *Usp22* overexpression in cancer etiology is not known. To address whether *Usp22* overexpression is sufficient to induce tumors in vivo, we created a mouse that expresses high levels of *Usp22* in all tissues beginning in embryogenesis through to adulthood. Analyses of these mice clearly show that while *Usp22* overexpression alters several tumor-related signaling pathways and induces associated morphological changes such as hyperbranching of the mammary gland, *Usp22* overexpression alone is not sufficient to induce tumorigenesis. These findings indicate that *Usp22* likely enhances tumor formation and progression through cooperation with oncoproteins that exacerbate abnormal signal transduction.

**Abstract:**

*Usp22* overexpression is observed in several human cancers and is correlated with poor patient outcomes. The molecular basis underlying this correlation is not clear. *Usp22* is the catalytic subunit of the deubiquitylation module in the SAGA histone-modifying complex, which regulates gene transcription. Our previous work demonstrated that the loss of *Usp22* in mice leads to decreased expression of several components of receptor tyrosine kinase and TGFβ signaling pathways. To determine whether these pathways are upregulated when *Usp22* is overexpressed, we created a mouse model that expresses high levels of *Usp22* in all tissues. Phenotypic characterization of these mice revealed over-branching of the mammary glands in females. Transcriptomic analyses indicate the upregulation of key pathways involved in mammary gland branching in mammary epithelial cells derived from the *Usp22*-overexpressing mice, including estrogen receptor, ERK/MAPK, and TGFβ signaling. However, *Usp22* overexpression did not lead to increased tumorigenesis in any tissue. Our findings indicate that elevated levels of *Usp22* are not sufficient to induce tumors, but it may enhance signaling abnormalities associated with oncogenesis.

## 1. Introduction

Cancer is the result of somatic genetic and epigenetic lesions that lead to deregulated gene expression and subsequent abnormal cellular function. Aberrant gene expression and altered epigenetic profiles greatly contribute to the gradual transformation of normal cells into tumor cells through a multi-stage process [1]. Given the biochemical functions of *Usp22* as part of the SAGA complex in transcriptional activation and post-translational modification of both histone and non-histone targets, *Usp22* provides an intriguing target for the development of new therapeutic interventions. Overexpression of *Usp22* was initially correlated with increased tumor growth, metastatic risk, and death from cancer in transcriptomic studies investigating the role of factors that regulate stemness in prostate cancer [2,3]. Subsequent studies have shown that *Usp22* is overexpressed in many cancer types, including breast cancer, lung cancer, and pancreatic cancer [4]. However, how *Usp22* contributes to oncogenesis is not known.

Knock-down and overexpression studies in cancer cell lines suggest that *Usp22* may promote cancer through the positive regulation of well-known oncogenes including BMI1 [5], c-MYC [6], SIRT1 [7], cyclin B1 [8], and KDM1A [9], mainly through the regulation of cell cycle progression. *Usp22* has also been linked to the negative regulation of tumor suppressors such as p53 [7,10,11], again indicating connections to the control of proliferation regulation. Consistent with these findings, changes in *Usp22* levels impact the expression of genes regulated by the androgen receptor (AR) together with MYC in xenograft models for prostate cancer through the regulation of AR protein levels, ultimately affecting the response to therapy [12]. In a subsequent study, conditional overexpression of *Usp22* in mouse prostate lobes increased the proliferation of prostate epithelial cells, and transcriptomic analyses again identified changes in cell cycle genes upon altered expression of *Usp22*, as well as changes in genes involved in DNA repair. However, no hyperplasias or neoplastic formations were observed [13]. Interestingly, the nucleotide excision repair protein XPC was identified as a direct substrate of *Usp22*, and loss of *Usp22* sensitized cells to genotoxic insults [13]. These findings indicate that *Usp22* is “pro-oncogenic” and that it can impact the response to chemotherapies.

In contrast to these pro-oncogenic functions of *Usp22*, a recent study indicated that *Usp22* shows a context-dependent tumor suppressor function in colorectal cancer [14]. Conditional deletion of *Usp22* in a mutant APC (APC^1638N^) mouse model resulted in induced aggressive tumor growth with increased proliferation and angiogenesis. Deletion of *Usp22* in human colorectal cancer cell lines increased tumorigenic phenotypes and increased mTOR activity [14].

The context-specific outcomes of altered *Usp22* expression in cancer cell lines and mouse models highlight the need to define *Usp22* functions in normal cells and processes. Deletion of *Usp22* in mice leads to embryonic lethality [7,15]. Systematic phenotypic and molecular characterization of the embryos revealed that the absence of *Usp22* resulted in a marked attenuation of multiple signaling cascades at midgestation, including those mediated by receptor tyrosine kinases (RTKs) and TGFβ receptor, leading to defective placental vasculature and embryo death by E14.5 [15]. A number of cellular processes were deregulated in the placenta of the *Usp22* null mice, including the propagation of endothelial cells, differentiation and specification of perivascular cells, and cell migration, likely due to aberrant intercellular signaling.

To complement these deletion studies and to determine whether *Usp22* overexpression impacts RTK, TGFβ receptor, and other pro-oncogenic signaling pathways, we generated an unbiased mouse model with global overexpression of a *Usp22* transgene inserted at the ROSA26 locus. Ubiquitous overexpression of *Usp22* resulted in aberrant ductal side-branching in the mammary epithelium of nulliparous female mice. Deregulation of signaling cascades that impact the migration of mammary epithelial cells, including the activation of integrin, ER receptor, ERK/MAPK, and TGFβ pathways, were observed in mammary epithelial cells derived from the *Usp22* overexpressing mice. However, no mammary epithelial hyperplasias or spontaneous tumors were observed in any tissue of the *Usp22* overexpressing mice. Taken together, our data further demonstrate direct links between *Usp22* overexpression and aberrant signaling in normal tissues, and they reveal a previously uncharacterized role for *Usp22* in mammary gland branching. Our work also clearly shows that *Usp22* overexpression alone is not sufficient to induce tumorigenesis.

## 2. Results

### 2.1. Generation of Overexpressing Usp22 Mice

We generated a conditional mouse model bearing a transgene for the overexpression of *Usp22* in order to determine the effects of upregulation of this deubiquitinase in vivo. To avoid the positional effects of random integrations in the mouse genome, *Usp22* integration was targeted to the ROSA26 locus. Mouse *Usp22* cDNA expression is driven by the strong CAGGS promoter, but a “STOP cassette” flanked by LoxP sites (LSL) prevents expression (Supplementary Figure S1A,B). Upon exposure to the Cre recombinase, the “STOP cassette” is removed and *Usp22* is expressed. The transgene construct also includes sequences encoding FLAG and MYC affinity tags in frame with *Usp22* and homology arms (3′ and 5′) for insertion into the ROSA26 locus (Figure 1A). We confirmed correct targeting into mouse embryonic stem (ES) cells by Southern blotting and DNA sequencing (Supplementary Figure S1B–E and data not shown). Chimeric mice were then generated by blastocyst injection of ES cells. The chimeric mice were backcrossed to wild-type mice to generate mice heterozygous for the *Usp22* insertion allele (*Usp22^LSL/+^).* For simplicity, we will refer to these mice as *LSL/+* (Figure 1A,B and Supplementary Figure S1D,E). Intercrosses of the heterozygotes gave rise to homozygous *LSL/LSL* mice.

The conditional allele allows controlled temporal and spatial induction of *Usp22* expression upon exposure to specific Cre recombinase transgenes that remove the STOP cassette. We decided first to use a *ZP3-Cre* transgene to induce ubiquitous overexpression (OE) of *Usp22* (Figure 1A) [16]. We confirmed overexpression in both heterozygous and homozygous OE mice (Figure 1B,C), which were born at expected Mendelian ratios (Table 1). Immunoprecipitation using an anti-FLAG antibody, followed by immunoblotting with an anti-MYC tag antibody confirmed the expression of the tagged *Usp22* protein in the liver and spleen of *OE/+* and *OE/OE* mice, and the lack of expression prior to excision of the STOP cassette in the *LSL/+* mice (Figure 1B). Expression of the tagged allele was also confirmed in the mammary gland, the cerebellum, kidney, liver, lung, and skin of the OE mice (Figure 1C,D and data not shown). *Usp22* mRNA levels, measured by qRT-PCR, indicated a 10–20 fold increase in expression in liver, spleen, and lung tissues dissected from homozygous (*OE/OE*) mice relative to their WT littermates (Figure 1C). To determine whether the tagged *Usp22* protein is assembled into the SAGA complex, we performed anti-FLAG immunoprecipitations followed by immunoblotting with ATXN7L3 and GCN5 antibodies. Both proteins were detected, indicating that FLAG-Usp22 associates with both the DUB and HAT modules of SAGA (Figure 1E). Interestingly, the levels of endogenous GCN5 and ATXN7L3 proteins in different tissues were not affected by the exogenous overexpression of *Usp22*, indicating that much of the overexpressed *Usp22* protein is likely not incorporated into the DUB module of the SAGA complex (Figure 1F). The tagged, overexpressed *Usp22* protein may compete with endogenous *Usp22* for incorporation into the SAGA complex and lead to a dominant negative phenotype if the affinity tags affect *Usp22* functions. The birth of OE/OE mice at expected Mendelian frequencies suggests that the overexpressed protein is functional (Table 1), but in order to further confirm the full functionality of the tagged *Usp22* protein, we crossed the *Usp22* OE mice with mice bearing a null allele of *Usp22*. Our previous studies and those of others [7,15] demonstrated that homozygous *Usp22* null mice die as embryos at midgestation. However, this lethality is completely rescued by one or two copies of the *OE* allele. Both OE/+; *Usp22* ^−/−^ and OE/OE; *Usp22*^−/−^ mice were born at expected Mendelian ratios and survived to adulthood (Table 2). Altogether, these data indicate that the overexpressed tagged *Usp22* protein is fully functional in vivo.

### 2.2. Mammary Gland Over-Branching in Usp22 Overexpressing Mice

We performed anatomical and histological analyses of tissues from adult *Usp22 OE/OE* mice to determine if *Usp22* overexpression resulted in specific phenotypic changes. One prominent phenotype we observed was hyperbranching of nulliparous female mammary glands (Figure 2A). To determine the time of onset of this phenotype, we performed whole-mount staining of mammary glands from WT and *Usp22 OE/OE* females at 3 weeks, 8 weeks, and 16 weeks of age. No measurable changes in branching were observed until 16 weeks, when side branching was significantly increased in the mammary glands of *Usp22* *OE/OE* mice compared with WT littermates (Figure 2A,B). We did not observe overt increases in cell proliferation in the mammary gland as shown by immunohistochemistry performed against phospho-H3 (Figure 2C). *Usp22* overexpression was confirmed in both epithelial cells and the surrounding stromal cells by immunoblots and by immunostaining of mammary gland sections (Figure 2D,E).

We next attempted to determine whether *Usp22* OE in the mammary gland epithelia is sufficient to induce the branching phenotype in vivo by introducing an *MMTV-Cre* transgene into mice bearing the *Usp22 LSL* allele (Supplementary Figure S2A).

Although we obtained heterozygous *LSL/+*; *MMTV-Cre/+* mice at the expected frequency, no homozygous *LSL/LSL*; *MMTV-Cre/+* mice were obtained (data not shown), suggesting that the *MMTV-Cre* transgene may be located on the same chromosome as the *ROSA26* locus. Since we observed increased branching in *OE/+* mice, we compared branching in mammary glands from 16-week old wild-type *MMTV-Cre/+* (without the *LSL* allele) and *LSL/+; MMTV-Cre/+* mice (Supplementary Figure S2B,C). We again observed an increase in the mean number of branching nodes in mice bearing the *Usp22* overexpressing allele (Supplementary Figure S2B,C). These results indicate that *Usp22* overexpression in mammary epithelia is sufficient to induce over-branching. However, our data do not rule out potential effects from the surrounding stroma or from hormonal stimulation that may arise upon ubiquitous *Usp22* overexpression.

### 2.3. Altered Gene Expression Profiles in Usp22 OE Primary Mammary Epithelial Cells

To determine whether the pronounced mammary gland phenotype we observed in the *Usp22* *OE/OE* mice might reflect normal functions of endogenous *Usp22*, we analyzed *Usp22* expression in mammary epithelial cells (MECs) from wild type mice. We took advantage of publicly available single-cell RNA sequencing (scRNA-seq) data from MECs isolated at various stages of development, which previously identified mammary gland cellular subtypes [17]. In these studies, transcriptomes at single cell resolution were generated from Epcam+ MECs derived from nulliparous, mid-gestation, lactation, and post-involution adult mouse mammary tissues. These analyses identified 15 clusters representing different transcriptional cell states (Supplementary Figure S3A). We assessed the abundance of *Usp22* transcripts within each cluster (Supplementary Figure S3B) and found that *Usp22* is most ubiquitously expressed in luminal clusters, and this expression is most pronounced in hormone-sensing progenitors (clusters C1, C2), differentiated hormone-sensing cells (clusters C4, C5, C6), and alveolar cells (clusters C8, C10) that are only present in pregnant females, implicating *Usp22* in the regulation of mammary gland hormonal response (Supplementary Figure S3C,D).

We next isolated primary MECs and stromal fibroblasts from 3.5-month-old WT, *Usp22 OE/+*, or *Usp22 OE/OE* female mammary glands for transcriptomic analyses. Marker analyses for the mammary epithelial cells (CDK8 and Ecad) and the stromal fibroblasts (Fsp-1) confirmed the successful isolation of these cell populations (Supplementary Figure S3E,F).

We isolated RNA from MECs derived from seven pairs of littermate-matched *WT* and *Usp22 OE/OE* mice and performed RNA-seq to define differential expression gene signatures associated with *Usp22* overexpression. 

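The libraries came from mammary epithelial cells of 7 WT and 7 Usp22 OE/OE females aged 3.5 months, 1 library per mouse, and the littermate pairs carried the numbers 1, 3, 4, 5, 6, 7 and 8. The authors mapped the read pairs to the mouse genome (mm10), counted fragments on GENCODE genes with htseq-count, kept genes that passed a minimum of 10 fragments in 7 samples, and deposited the counts after dividing each library by its DESeq size factor. In every library 100% of the deposited values were whole multiples of the value of 1 fragment, so the fragments behind each value were recovered. The total counted on genes was between 20125106 and 41835978 fragments per library, with a median of 37546978 in WT (lowest 20125106) and 38130881 in OE/OE (lowest 34074791). The paper gives 24 M to 52 M read pairs per library, which is the sequencing depth before mapping and counting; the values used here rest on the counted fragments. All 16124 genes of the table met the filter of 10 fragments in 7 libraries. No pair of libraries was alike within counting noise, the smallest chi-square per gene between any 2 libraries being 30.3.
Usp22, the gene carried by the transgene, was examined first. It had between 3500 and 5380 normalized counts in the 7 WT mice and between 74948 and 144288 in the 7 OE/OE mice, so every library matched its genotype. Expression was compared within pairs on the log2(normalized count + 1) scale with limma, with the pair as a block, which understates the change of genes with few counts. Deviations from the genotype mean were correlated across genes between littermates, with a median correlation of 0.522 over the 7 same-numbered pairs and -0.151 over the 42 other combinations of a WT and an OE/OE mouse. Genes are not independent replicates, so these correlations only describe the libraries.

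**Figure D1:**
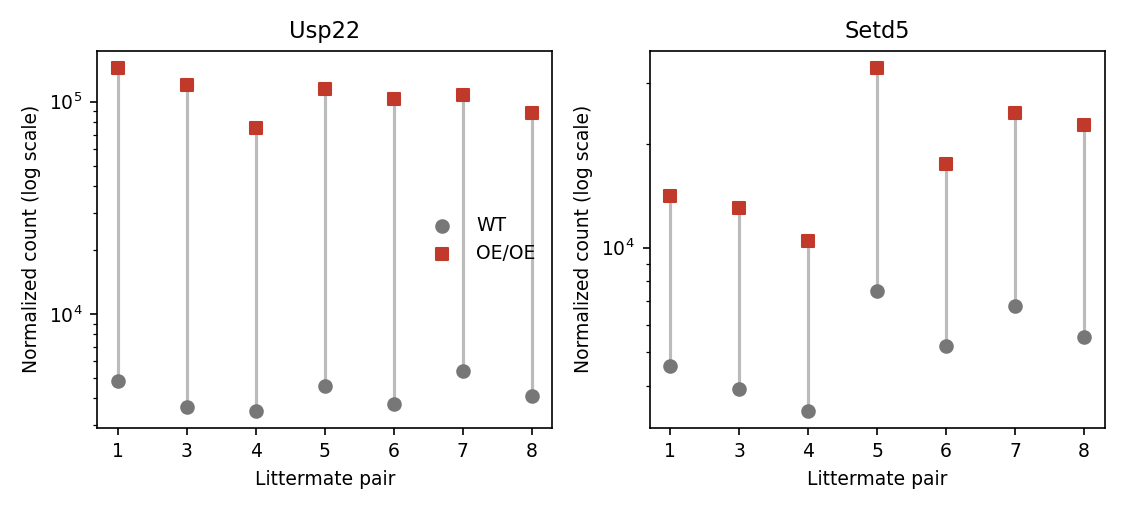
Normalized counts of Usp22 and Setd5 (log axes) in WT mice (circles) and OE/OE mice (squares) of the 7 littermate pairs, with a line joining littermates. Usp22 lies between 3500 and 5380 in WT and between 74948 and 144288 in OE/OE, and Setd5 is higher in OE/OE in each of the 7 pairs.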

In total, we identified 361 upregulated genes and 277 downregulated genes upon the overexpression of *Usp22*. 

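At the paper's threshold, an unadjusted p of 0.05 or less, limma's test with the littermate pair as a block called 614 of the 16124 genes, 315 higher and 299 lower in OE/OE. At this threshold 806.2 genes would pass by chance alone if no gene changed. The count rose above this to 1366 with pair 4 left out and to 1196 with pair 1 left out. With any other pair left out it was between 381 and 498. After Benjamini-Hochberg adjustment over all genes, 2 genes had an adjusted p under 0.05 in limma, Usp22 and Setd5. Without the block, 182 genes had an unadjusted p of 0.05 or less, 82 higher and 100 lower, and the same 2 genes passed the adjustment. Among the alternatives to this test, the adipocyte marker score as a covariate moved the count most, to 2429 genes. The paper's per-gene paired test on the untransformed normalized counts gave 365 genes higher and 279 lower, and on log2 values 390 higher and 304 lower; 397 of the 644 genes called on untransformed counts were also called by limma. Requiring in addition an absolute log2 fold change of at least 1 left 48 genes, 11 higher and 37 lower. Over all genes, 243 (1.51%) changed the same way in all 7 pairs, and 1.56% would do so by chance. The paper takes the genes past the unadjusted threshold as differentially expressed, and states that the variability between mice called for relaxed criteria.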

Significantly upregulated genes highlighted in the volcano plot (Figure 3A), including *Setd5, Pdk4, Bmpr1b, Esrrb*, and downregulated genes (e.g., *Kcne3*) were also verified by qRT-PCR (Figure 3B).

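Setd5 (chromosome 6, 113077365 to 113153435, plus strand, GRCm38) had 5266 ± 1483 normalized counts in WT and 19327 ± 7917 in OE/OE (SD, n = 7 mice each), a log2 fold change of 1.82 (standard error 0.08, limma adjusted p = 1.70e-05), and was higher in each of the 7 pairs, by 1.63 to 2.14 on the log2 scale. The exact sign-flip test over the 7 pairs gave p = 0.0156 (two-sided), the smallest value that 7 pairs allow. Setd5 starts 32 bp from the 5′ end of Gt(ROSA)26Sor (minus strand), the locus that carries the transgene. The other 4 genes changed in the paper's direction in 6 of the 7 pairs each, and each had a two-sided exact sign-flip p of 0.0312. Pdk4 (chromosome 6, 5483351 to 5496309) had a log2 fold change of 0.78 with a standard error of 0.26, from 3092 ± 1081 normalized counts in WT to 5229 ± 1647 in OE/OE (SD, n = 7). For Bmpr1b (chromosome 3, 141837136 to 142169425) the log2 fold change was 1.04 with a standard error of 0.30, and its pairs ran from -0.17 to 2.46. Esrrb (chromosome 12, 86361117 to 86521628) rose from 241 ± 208 to 709 ± 468 normalized counts (SD, n = 7), a log2 fold change of 1.75 with a standard error of 0.41. Kcne3 (chromosome 7, 100176502 to 100184869) was at 115 ± 55.9 normalized counts in WT and 38.2 ± 19.5 in OE/OE (SD, n = 7), a log2 fold change of -1.58 with a standard error of 0.35. Adjusted over all 16124 genes, these 4 genes had a limma adjusted p of 1.00. With the adipocyte marker score as a covariate, Pdk4 and Bmpr1b kept their direction, at log2 fold changes of 0.62 and 0.46, and no longer had an unadjusted p of 0.05 or less.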

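Panels of 40 genes each, written from general knowledge of each pathway before the data were examined, stood in for the gene sets of the paper, which are not used here. Each gene was scored, as in the paper's gene set enrichment analysis, by the mean of its 7 pair log2 ratios divided by their SD, and the ranked list was tested with 10000 gene permutations. The leukocyte recruitment panel (37 of 40 genes in the table) was lower in OE/OE, with a normalized enrichment score of -2.56 (gene permutation p = 0.000226, adjusted p = 0.00196 over the panels and Reactome sets tested). Its mean log2 ratio was -0.42 ± 0.39 (SD, n = 7 pairs) and lay below 0 in all 7 pairs. When the 7 pairs themselves were sign-flipped, which keeps the correlation between genes, the exact p was 0.0156 before and 0.301 after adjustment over the 27 sets. For this and the other sets, that test took the mean gene score of the set minus the mean over all genes, not the enrichment score. The inflammatory response panel (38 genes in the table) had an enrichment score of -2.15 (gene permutation p = 0.000226) and a mean log2 ratio of -0.23 ± 0.25 (SD, n = 7 pairs), lower in 6 pairs; its exact sign-flip p was 0.0781. With limma's camera test on the fit with the pair as a block, the leukocyte recruitment panel had p = 0.0401 by a test that allows for correlation between genes rather than by permutation, and without the block p = 0.0402. The WT mouse of pair 1 had the highest value of both panels among WT mice. Of the Reactome sets, chemokine receptors and their ligands had an enrichment score of -2.12 (gene permutation p = 0.000224, exact sign-flip p = 0.0625). With pair 4 left out, this set was at -1.39 and the inflammatory panel at -1.37, and neither had a gene permutation p under 0.05.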

Gene ontology (GO) terms for physiological functions and diseases enriched for genes that were downregulated in *Usp22* OE MECs were related to inflammatory response, recruitment of white blood cells (myeloid cells and lymphocytes), endocrine gland tumor, and carcinogenesis at large (Figure 3C,G). In contrast, processes related to senescence and autophagy were consistently upregulated (Figure 3C,F). 

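The hand-written senescence panel (39 genes in the table) had a normalized enrichment score of 1.28 (gene permutation p = 0.130) and a mean log2 ratio of 0.04 ± 0.06 (SD, n = 7 pairs), above 0 in 6 of 7 pairs (exact sign-flip p of the panel's score 0.0625). The autophagy panel (40 genes) had a score of 1.58 (gene permutation p = 0.0231, exact sign-flip p = 0.109), with a mean log2 ratio of 0.04 ± 0.03 (SD, n = 7 pairs), above 0 in 6 pairs. When each gene's score was adjusted for its exon length and GC content, an alternative chosen after the data were seen, the autophagy score was 1.33 and no longer had a gene permutation p under 0.05. The same held with the macrophage marker score as a covariate, at 1.28 (gene permutation p = 0.127). Of the runs with 1 pair left out, only the run without pair 8 kept a gene permutation p under 0.05 for autophagy (p = 0.0215). The Reactome set on cellular senescence had a score of 1.495 (gene permutation p = 0.0241, exact sign-flip p = 0.125).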

The GO terms for molecular and cellular functions affected by *Usp22* OE were determined using Ingenuity Pathway Analysis (IPA) software (Qiagen; www.ingenuity.com/products/ipa, accessed on 12 August 2020). 

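The panel of focal adhesion and protrusion genes had a normalized enrichment score of 2.01 (gene permutation p = 0.00516, exact sign-flip p over the 7 pairs 0.0625), with a mean log2 ratio of 0.05 ± 0.06 (SD, n = 7 pairs), above 0 in 6 pairs. The p53 pathway panel had a score of 1.59 (gene permutation p = 0.0219, exact sign-flip p = 0.203) and a mean log2 ratio of 0.07 ± 0.08 (SD, n = 7 pairs). The mitotic spindle panel was a list of spindle and chromosome segregation genes rather than the published signature of that name. It had an enrichment score of -0.93 (gene permutation p = 0.588). For this panel the mean gene score against all genes had the opposite sign (exact sign-flip p = 0.859). Its mean log2 ratio differed widely between pairs: it was 2.98 in pair 4 and between -1.23 and 0.32 in the other 6 pairs, so the spread (SD 1.39, n = 7 pairs) exceeded the mean of 0.07. Without pair 4 the enrichment score of this panel was -2.11.

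**Figure D2:**
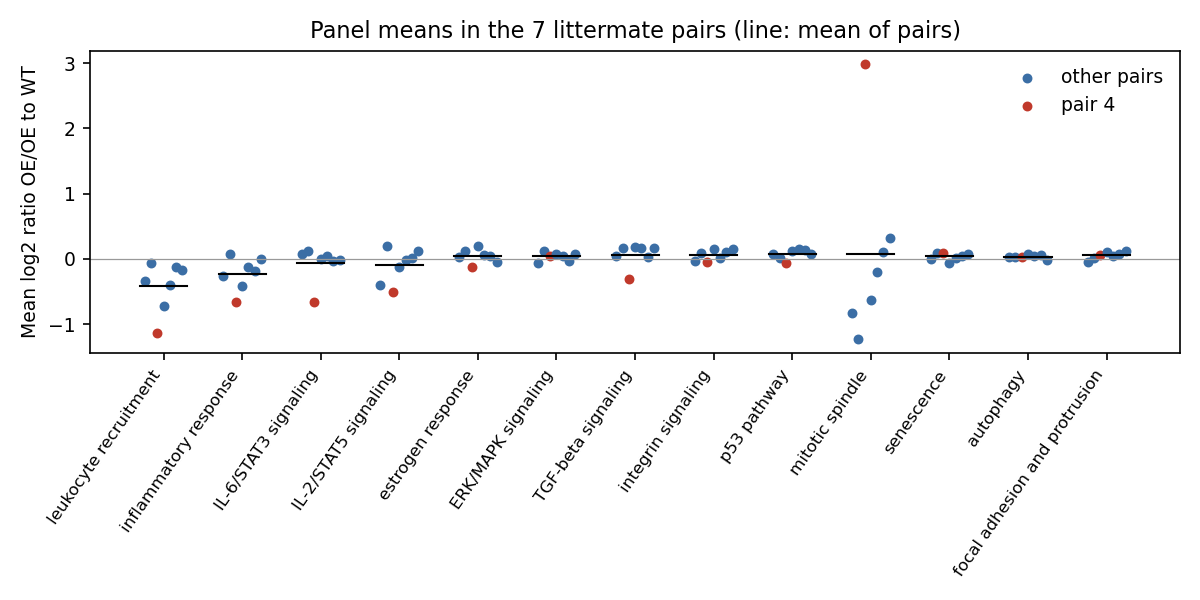
Mean log2 ratio of OE/OE to WT over the genes of each hand-written panel, 1 point per littermate pair, with pair 4 in red and a line at the mean of the 7 pairs. The mitotic spindle panel reaches 2.98 in pair 4, and the leukocyte recruitment panel is below 0 in all 7 pairs.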

Processes highlighted by terms enriched for upregulated genes upon USP22OE included the formation of focal adhesions and cellular protrusions, mitotic spindles, and the p53 pathway (Figure 3B,D). 

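The integrin signaling panel had a normalized enrichment score of 2.05 (gene permutation p = 0.00462, exact sign-flip p over the 7 pairs 0.0625), with a mean log2 ratio of 0.06 ± 0.09 (SD, n = 7 pairs), above 0 in 5 pairs. TGF-β signaling genes had a score of 1.77 (gene permutation p = 0.00943, exact sign-flip p = 0.281) and a mean log2 ratio of 0.06 ± 0.18 (SD, n = 7 pairs). The ERK/MAPK panel had a score of 1.31 (gene permutation p = 0.109, exact sign-flip p = 0.203), and the estrogen response panel, with 36 genes in the table, one of 1.08 (gene permutation p = 0.327, exact sign-flip p = 0.531). All 4 mean log2 ratios were within 1 SD of 0 across the pairs. In the Reactome sets, TGF-β receptor signaling had a score of 1.67 (gene permutation p = 0.0138, exact sign-flip p = 0.0781), whereas integrin cell surface interactions had a score of -1.26 (gene permutation p = 0.107, exact sign-flip p = 0.531).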

Several canonical pathways were identified as being induced, including integrin signaling, estrogen receptor signaling, ERK/MAPK signaling, as well as TGF-β signaling (Figure 3D,E). 

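The IL-6/STAT3 panel had a normalized enrichment score of -1.51 (gene permutation p = 0.0258), while its mean log2 ratio over the 7 pairs was -0.07 ± 0.27 (SD, n = 7 pairs), lower in 4 of 7 pairs (exact sign-flip p of the score 0.859). The IL-2/STAT5 panel had a score of -1.04 (gene permutation p = 0.381, exact sign-flip p = 0.781) and a mean log2 ratio of -0.10 ± 0.26 (SD, n = 7 pairs), lower in 4 of 7 pairs. In both panels the lowest pair was pair 4, with mean log2 ratios of -0.66 and -0.50. Without pair 4 both enrichment scores changed sign, to 1.17 and 1.12.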

Interestingly, signaling pathways driven by IL-6/STAT3 and IL-2/STAT5 were both inhibited (Figure 3C,E).

We also performed an extensive gene set enrichment analysis (GSEA) that verified most of the GOs identified by IPA. 

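Over the 13 hand-written panels and the 14 Reactome sets chosen before the data were examined, 26 were large enough to be tested by gene permutation, and 14 of them had a gene permutation p under 0.05. The exact sign-flip test of the score over the 7 pairs and limma's camera test with the pair as a block each gave 1 of 27 sets with p under 0.05, leukocyte recruitment in both. Camera without the block gave 2, the other being TGF-β receptor signaling. Exact sign flips of the mean log2 ratio itself, which is not set against the other genes, gave 4 sets with p under 0.05: leukocyte recruitment (exact p = 0.0156), autophagy (0.0312), inflammatory response (0.0469) and p53 (0.0469). Adjusted over the 27 sets, each of these 4 was at 0.316. From its own enrichment analysis the paper states that most of the functions found by IPA were recovered.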

Expression of individual genes in the top upregulated pathways identified by IPA and GSEA analysis was further examined by qRT-PCR using both primary cells (WT and *Usp22 OE* MECs) and immortalized normal NAMRU murine mammary gland (NMuMG) cells with and without *Usp22* overexpression (Supplementary Figure S4A–D). These data are again consistent with the upregulation of these pathways, although changes in the expression of some individual pathway component genes were minor.

### 2.4. Deregulation of Signaling Cascades in Primary Mammary Epithelial Cells Overexpressing Usp22

In our previous study, we identified multiple cytoplasmic signal transducers to be deregulated in mouse placentas upon deletion of *Usp22*, including components of multiple receptor tyrosine kinase pathways [15]. To determine whether changes in signaling effectors also occur when *Usp22* is overexpressed in the mammary gland, as indicated by our RNA-seq data, we performed immunoblots for AKT, ERK, GSK3β and their phosphorylated isoforms (p-AKT, p-ERK, p- GSK3β) in primary WT and *Usp22 OE* MECs (Figure 4A). Levels of p-AKT, p-ERK, and p-GSK3β were clearly elevated in the *Usp22 OE* cells, relative to the total protein levels. Levels of GRB2 were also increased, but E-CADHERIN levels were not (Figure 4A). These results indicate an upregulation of ERK/MAPK signaling components upon *Usp22* OE.

The over-branching phenotype may reflect increased proliferation or migration of *Usp22* OE cells. Interestingly, in induced endothelial cells derived from *Usp22* null embryonic stem cells, both decreased proliferative capacity and migration defects were observed [15]. To determine whether such cellular effects could be induced by *Usp22* OE in vitro, we used a retroviral *Usp22* OE vector (MSCV-Usp22-Puro), to infect an immortalized NMuMG cells (Figure 4B). *Usp22* OE showed a limited increase in the proliferation capacity of this mammary gland cell line (Figure 4C). Transwell migration assays also indicated that *Usp22* OE promotes the migration of these epithelial cells (Figure 4D,E). Increased phosphorylation of ERK in *Usp22* OE NMuMG cells was again observed, but phosphorylation of AKT was not increased, perhaps reflecting differences in intercellular communication in cells derived from mouse tissue compared to cultured human cell lines (Supplementary Figure S4E). Interestingly, the levels of H2B ubiquitination were unaffected by *Usp22* OE in NMuMG cells (Supplementary Figure S4F). We conclude that *Usp22*-dependent deregulation of signaling responses in mammary epithelial cells impact their proliferative and migratory behavior, consistent with the abnormal mammary gland morphogenesis we observed.

### 2.5. No Increase in Spontaneous Tumor Formation upon Ubiquitous Overexpression of Usp22 in Mice

To address whether overexpression of *Usp22* is sufficient to induce tumor formation in mice, we examined cohorts of WT, OE/+, and OE/OE mice for at least 2 years. No significant differences in survival of the cohorts were observed (Figure 5A, Supplementary Figure S5A,B). We selected three 2+-year-old mice per gender and genotype for full necropsy, including gross anatomical examinations and sectioning (H&E staining) of major organs. There was no increase observed in the incidence of tumors in the OE/+ or the OE/OE mice relative to the WT controls (Figure 5B and data not shown). Our data demonstrate that *Usp22* overexpression alone is not sufficient to promote tumorigenesis in mice.

## 3. Discussion

Our findings reveal that *Usp22* overexpression impacts branching morphogenesis of mammary glands in nulliparous female mice. Consistent with this phenotype, transcriptomic analyses indicate upregulation of key pathways involved in mammary gland branching in ductal epithelial cells derived from the *Usp22* overexpressing mice, including estrogen receptor, ERK/MAPK, and TGFβ signaling.

Branching morphogenesis is observed in tissues that need a rapid and dense expansion of the surface area for transport of materials between cells and tissues, such as the lungs, vascular networks, and mammary glands [18,19]. Although our study focuses on the prominent branching aberrations observed in the mammary gland, it is possible that *Usp22* overexpression affects the branching patterns of other organs, and we are currently investigating this possibility.

The branched structures of the mammary gland are regulated by multiple signaling cascades between the epithelia and the stroma, including FGFs, BMPs, WNTs, and EGFs [20,21,22,23,24,25,26]. The cooperation between growth factor cascades, integrin signaling pathways, and ovarian hormones is necessary to produce a fully functional mammary gland.

The mammary gland over-branching phenotype in the *Usp22* OE females again highlights connections between *Usp22* and signaling pathways [15]. Our morphological analyses indicate a specific impact of *Usp22* overexpression in bifurcation and arborization by secondary and side branching, but not a significant difference in the primary elongation of the mammary duct along the fat pad. The observed phenotype on nulliparous adult females (16 weeks of age) shows that *Usp22* overexpression creates a phenotype similar to the induced arborization of the mammary gland observed at the onset of pregnancy. This aberrant induction of arborization could be due to the aberrant activation of ER or PR signaling when *Usp22* is overexpressed. Further characterization will be required both at the cellular and the molecular level to understand the impact of *Usp22* overexpression on estrogen and progesterone responses. Interestingly, both *Usp22* and ATXN7L3, a *Usp22* interacting partner required for its enzymatic activity, are shown to be co-recruited with ER to different promoters and regulate the expression levels of downstream targets [27,28,29] in cancer cell lines.

Hyperactivation of AKT, ERK, and GSK3β has been associated with increased branching phenotypes in the post-pubescent mammary gland, as a result of deregulated signaling cascades like insulin like growth factor (IGF-1), estrogen receptor alpha and TGF β1 and EGF receptor, consistent with our results both in primary mammary epithelial cells and in mammary epithelial cell lines [30]. Proliferation is also required for ductal branching, and our data show upregulation of mitotic spindle regulators; however, we were not able to detect any increased proliferation of the mammary epithelial cells in situ, in contrast to previous reports of observed “hyperplasias” of the mammary gland associated with *Usp22* overexpression [13]. Our findings indicate that the increased branching morphogenesis is probably due to the deregulation of different signaling pathways (including TGFβ and RTKs) that are responsible for the regulation of the collective migration of mammary epithelial cells.

Similar to our loss of function analysis of *Usp22* in mouse embryogenesis, our genome-wide transcriptional profiling of the primary mammary epithelial cells and the observed deregulation of signaling molecules indicates that *Usp22* may regulate these pathways both transcriptionally and post-transcriptionally. *Usp22* has both histone and non-histone substrates, and it also functions in non-transcription-related processes [31,32], so the phenotypes we observe in the mammary gland may reflect a combination of gene expression changes and changes in the levels or activities of non-histone proteins that are regulated directly by *Usp22*-mediated deubiquitination. Interestingly, *Usp22* overexpression did not affect the levels of SAGA components such as GCN5 and ATX7L3, raising intriguing questions about its potential SAGA-independent functional activity. It is also possible that the overexpression of *Usp22* may sequester ATXN7L3 and ENY2 away from USP27x and USP51, thereby impacting the activities of these DUBs [33]. A systematic analysis of the protein levels of all the subunits of the DUB module in different human cancers is necessary in order to understand the molecular impact of *Usp22* overexpression in tumorigenesis.

Understanding the mechanisms that govern normal mammary gland development is crucial to the comprehension of breast cancer etiology. The role of *Usp22* in breast cancer has mostly been analyzed in cell lines, and a thorough analysis of *Usp22* in mouse models of breast cancer is currently lacking. Kim et al. (2017) identified c-MYC as a direct target of *Usp22* deubiquitinating activity and reasoned that *Usp22* overexpression stimulated breast cancer cell line growth and colony formation through the increased tumorigenic activity of c-MYC [34]. A second study identified *Usp22*-dependent deubiquitination and stabilization of ERa in MCF7 cells and their co-recruitment at promoters of genes regulated by ERa such as c-MYC and GREB1 [29]. The estrogen receptor pathway was found to be upregulated in our transcriptomic analysis; however, we were unable to observe any change in the levels of c-MYC protein in tissues or NMuMG cells overexpressing *Usp22*. While this manuscript was in preparation, a new study using breast cancer mouse models and human cell lines showed that *Usp22* is necessary for the oncogenic function of HER2 and identified the deregulation of unfolded protein response (UPR) as the potential underlying mechanism [35].

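Among the genes with an unadjusted limma p of 0.05 or less, Usp22 itself had the largest increase, at a log2 fold change of 4.65, and Setd5 the next, at 1.82, ahead of Esrrb at 1.75. The difference between Setd5 and Esrrb, 1.82 against 1.75, is small beside the standard error of 0.41 of Esrrb. Esrrb was ahead with pair 1, 3, 5 or 7 left out, by most without pair 3, at 2.10 against 1.84. Setd5 was ahead with pair 4, 6 or 8 left out. The transgene is placed at the ROSA26 locus. In GRCm38 the noncoding gene Gt(ROSA)26Sor lies on chromosome 6 from 113067428 to 113077333 on the minus strand, and Setd5 follows on the plus strand from 113077365 to 113153435, with 32 bp between them. On the other side, Thumpd3 (113046225 to 113068273, plus strand) overlaps Gt(ROSA)26Sor, and how fragments in the overlap were counted was not tested. Gt(ROSA)26Sor had a log2 fold change of -0.74 and was lower in 6 of 7 pairs (exact sign-flip p = 0.0469), and Thumpd3 had one of -0.21 and was lower in all 7 pairs (exact sign-flip p = 0.0156).

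**Figure D3:**
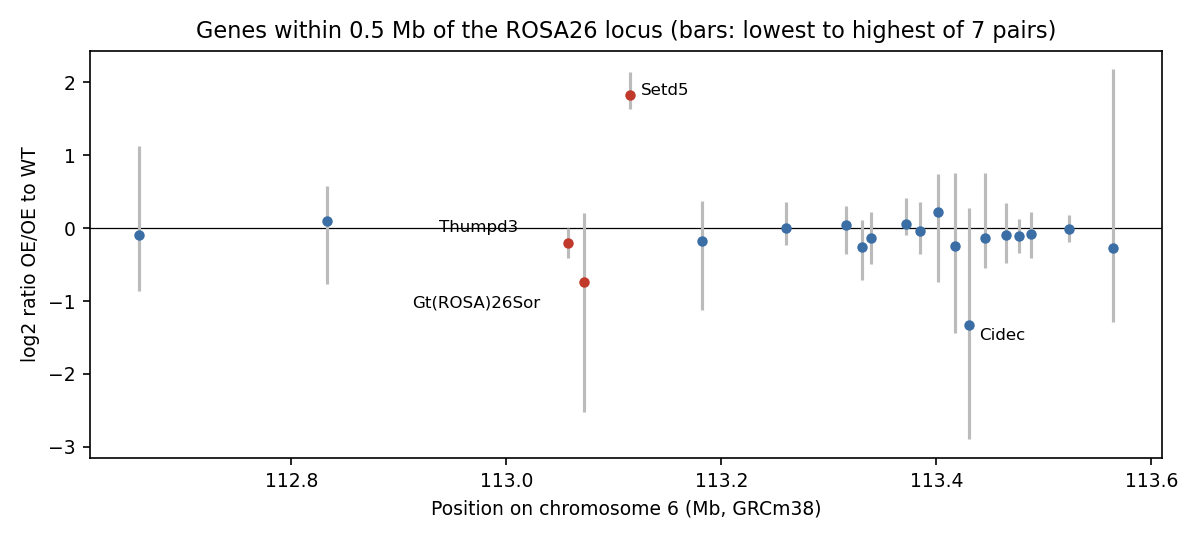
Log2 ratio of OE/OE to WT (mean of the 7 pairs, with bars from the lowest to the highest pair) of the 21 genes within 0.5 Mb of Gt(ROSA)26Sor, by position on chromosome 6 in Mb. Setd5 stands at 1.82, Gt(ROSA)26Sor at -0.74, Thumpd3 at -0.21 and Cidec at -1.33.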

In our transcriptomic analyses, SETD5 was the most highly upregulated gene. Interestingly, SETD5 has been implicated in pancreatic cancer therapy resistance [36]. Although the role of SETD5 in breast cancer is largely unexplored, it is possible that its upregulation by the overexpression of *Usp22* may play a role in promoting aggressive cancer phenotypes.

*Usp22* overexpression was not sufficient to increase tumorigenesis in any mouse tissue. Our findings indicate that although *Usp22* may not function on its own as an oncogene, it may enhance signaling abnormalities associated with oncogenesis. Given the functional connections between the signaling pathways identified here and in previous studies by our lab and others, it will be of great interest to determine whether *Usp22* is required in tumors driven by those signaling cascades.

## 4. Methods

### 4.1. Generation of the Targeting Construct

The shuttle vector RfNLIII (a generous gift from Dr. Ming-Jer Tsai) was used to add a Flag-myc tag to the *N*-terminal of mouse *Usp22* cDNA. The base vector pCAGGS-LSL-luciferase (also a gift from Dr. Ming-Jer Tsai) was used as the parental vector for targeting construct [37]. To generate the pCAGGS-LSL-Usp22 targeting construct, mouse *Usp22* full cDNA was amplified by PCR and inserted into the SpeI site of the RfNLIII vector with correct orientation verified by enzyme digestion and DNA sequencing analysis. The backbone of this shuttle vector was removed through Sac I and Kpn I double enzyme digestion. As the remaining DNA fragment and the base vector shared DNA fragments, homologous recombination occurred through recombineering technology (https://frederick.cancer.gov/Science/BrbRepository/#/protocol, accessed on 12 January 2014) when they were transformed into SW102 cells by electroporation. Transformed hosts were cultured on LB plates at 30 °C for 48–60 h in the presence of 50 μg/mL ampicillin and 25 μg/mL kanamycin. The successfully and correctly recombined construct was transformed into 293-Flp cells for removal of the FRT-flanked kanamycin-resistant cassette to obtain the targeting construct. To confirm the correct targeting, the construct was sequenced twice through the cDNA and junctions of the components.

### 4.2. Gene Targeting in ES Cells and Experimental Mice

Animals were kept in regulated facilities, monitored daily, and all procedures that involved animal handling were performed in accordance with the approved Institutional Animal Care and Use Committee (IACUC) protocols at the University of Texas MD Anderson Cancer Center.

The targeting construct DNA described above (25 μg) was linearized by Pac I and electroporated into R1 embryonic stem (ES) cells conducted at Baylor College of Medicine. Correctly targeted ES clones were screened by puromycin for positive selection and diphtheria toxin A-mediated elimination of random integration for negative selection. Three targeted ES clones were identified by Southern blot as described in the Supplementary Material. In brief, genomic DNA of the ES clones was digested with EcoRV and subjected to Southern blotting. With a 5′ probe, the correct clones should yield an 11.5-kb hybridization band corresponding to the wild-type locus and a 4.5-kb band that represents the targeted ROSA26 locus. With a 3′ probe, the correct clones should yield an 11.5-kb hybridization band corresponding to the wild-type locus and a 9.5-kb band that represents the targeted ROSA26 locus. The production of chimeras from the ES cells was conducted at Baylor College of Medicine. Germline transmission of the *Usp22* allele was determined by Southern blotting and PCR assay. The allele-specific primers for PCR genotyping are 5-AAAGTCCCTATTGGCGTTACTA-3 (forward) and 5-AAAGTCGCTCTGAGTTGTTATC-3 (reverse) for the knock-in allele with a product size of 388 bp. PCR primers for the wild-type ROSA26 locus are 5-GGAGCGGGAGAAATGGATAT-3 (forward) and 5-AAAGTCGCTCTGAGTTGTTATC-3 (reverse) with a product size of 602 bp. The PCR program ran 35 cycles on 95 °C, 5 min, for denaturing; 55 °C, 40 s, for annealing; and 72 °C, 1 min, for extension. To obtain PCR genotyping products across homologous arms, a reverse primer 5-GGCTCCTCAGAGAGCCTCGG-3, together with two forward primers mentioned above, resulted in 1564 bp and 1342 bp products for wild-type and knock-in alleles, respectively.

To generate ubiquitous *Usp22* overexpression OE mice, we crossed Rosa26KI-Usp22-LSL mice with Zp3-cre strain (obtained from the Genetically Engineered Mouse Facility at MD Anderson Cancer Center) [16]. For the rescue experiment, we crossed the *Usp22* OE heterozygous and homozygous mice with heterozygous mice carrying the *Usp22* RRS377 allele described by Koutelou et al. [15]. Finally, we used the MMTV- cre line D mice (#003553, Jackson Laboratory, Bar Harbor, ME, USA) to generate mammary gland-specific *Usp22* overexpression mice.

### 4.3. Preparation of NMuMG Cells Stably Expressing Usp22 and Proliferation Assay

The NMuMG cells and the Phoenix ecotropic retrovirus packaging cell line (gift from Dr. Kai Ge) were cultured in DMEM medium containing 10% fetal bovine serum (FBS), penicillin, and streptomycin. *Usp22* cDNA was inserted into the pMSCV-puro vector (gift from Dr. Kai Ge). Control and *Usp22* expressing retroviruses were produced as described with modifications [38]. Briefly, Phoenix cells were seeded 24 h, then transfected with retrovirus vector by lipofectamine 2000 reagent (Invitrogen, Waltham, MA, USA). Twelve hours after transfection, the cells were changed to fresh medium. Virus-containing supernatant was collected at 24 h, filtered through a 0.45-µm membrane, and supplemented with 8 µg/mL polybrene (Sigma, St. Louis, MO, USA). NMuMG cells were incubated with 1:1 media-diluted retrovirus for 36 h, then 1:3 split or 1:4 before selection with 2 µg/mL puromycin (Sigma) for 5 days. For the proliferation assay, control and *Usp22*-expressing NMuMG cells were cultured in DMEM medium containing 1% FBS overnight, after which 2000 cells were seeded in complete medium in 24-well plates. Cells were trypsinized and cell numbers were counted at 4, 6, 8, 10, and 12 days using a trypan blue exclusion assay.

### 4.4. Isolation and Confirmation of Mouse Primary Mammary Gland Epithelial and Fibroblast Cells

Left and right number 2, 3, and 4 mammary glands from three-and-a-half-month-old *Usp22*-overexpressing and wildtype mice were dissected with lymph nodes removed from number 4 glands. Organoids and fibroblasts were isolated using the method described [39] with modification. Briefly, the glands were minced into a paste and incubated in DME/F-12 (HyClone, Logan, UT, USA) with 2 mg/mL collagenase A (Roche, Basel, Switzerland) and 100 units/mL hyaluronidase (Sigma-Aldrich, H3506) for 1 h at 37 °C with 180 rpm rotation along with manual shaking every 15 min. The cells were washed with DME/F-12 and centrifuged twice at 450 g for 10 min to remove the fatty layer. The cells were incubated in DME/F-12 with 2 units/mL DNase I (Sigma-Aldrich, D2463) at room temperature for 3 min and centrifuged at 450 g for 10 min. Then, the pellets were resuspended in red blood cell lysis buffer (Stemcell Technology, Vancouver, BC, Canada) on ice for 2 min and washed with DME/F-12 at 450 g for 10 min. Differential centrifugation (pulse centrifugation to 450 g for 10 s) was used to separate stroma from organoids. The supernatant from two spins containing the fibroblasts, macrophage, and endothelial cells was pelleted and used as stroma fraction. To obtain fibroblasts, the pellets were resuspended in DME/F-12 containing 10% FBS on a 10 cm tissue culture plate. After plating the resuspended cells for 45 min, the plates were washed 3 times with PBS and attached cells were collected as fibroblasts. The pellets from 2 round pulse centrifugations were organoids, mainly consisting of mammary gland epithelial cells. The organoids were digested with 0.05% Trypsin/EDTA (HyClone) with 2 unit/mL of DNase I for 3 min and an equal volume of DME/F-12 containing 10% FBS was added, and the cells were pipetted 20 times and filtered through 40 μm strainer. After 3 min at 600 g centrifugation, single epithelial cells were obtained for experimental use. For validation of the purity of the isolation, freshly isolated epithelial cells were plated in mammary epithelium basal medium (MEBM, from Lonza) for 48–72 h and fibroblasts were plated in DME/F-12 containing 10% FBS before collection for Western blot, qRT-PCR or immunofluorescence staining in Chamber slides using E-cadherin (antibody from Invitrogen) or Cytokeratin 8 (antibody from *Developmental Studies Hybridoma Bank* (DSHB)) as an epithelial marker and FSP-1 (antibody from Proteintech) as a fibroblast marker.

### 4.5. Western Blotting

Cells or tissue samples were lysed in RIPA buffer with protease inhibitor cocktail (Sigma) and phosphatase inhibitors PhosSTOP (Roche). The extracts were dissolved in Laemmli buffer and boiled at 95 °C for 5 min. The lysates (20–30 μg of total protein) were separated with SDS-PAGE gels, transferred to PVDF membrane (BIO-RAD) then blotted with primary and secondary antibodies. The primary antibodies used were anti-Usp22 antibody (Abcam or homemade as described previously) [15], Flag-tag antibody (Sigma or Cell Signaling Technology), Myc-tag antibody (Santa Cruz), Gapdh antibody (Millipore, Burlington, MA, USA), FSP-1 (Proteintech, Rosemont, IL, USA), H2Bub (Millipore) and cytokeratin 8 (Developmental Studies Hybridoma Bank). Total Akt antibody and phosphor-Akt(S473), total p44/42 (ERK1/2), phosphor-p44/42, GCN5, phosphor-GSK3β, GSK3β, GRB2, E-cadherin and H2B antibodies were from Cell Signaling Technology. ATXN7L3 was a gift from Dr. Tora [40].

### 4.6. Immunoprecipitation

For FLAG IPs, the procedure was described previously [33]. Anti−FLAG beads (M2, Sigma) were incubated with tissue or cell lysates for 4 h at 4 °C on a rocking platform, harvested by centrifugation, washed once in IP buffer containing 100 mM NaCl, two times in IP buffer containing 400 mM NaCl, once in IP buffer containing 200 mM NaCl, and once in TBS. The beads were then incubated with 100 μg/mL (*v*/*w*) 3xFLAG (Sigma) peptide in TBS for 20 min at 4 °C on a rocking platform to elute the precipitated complexes. The clear eluates were mixed with SDS sample buffer and resolved by SDS-PAGE.

### 4.7. RNA Isolation and qRT-PCR

Mouse tissues or mammary gland epithelial cells were isolated as described above. Total RNA from cell pellets was extracted using RNeasy Plus Mini Kit (Qiagen, Hilden, Germany). The extracted RNA samples were treated with RNase-free DNase set (Qiagen). qRT-PCRs were measured using the SYBR Green method using the 7500 Fast Real-Time PCR System (Applied Biosystems, Waltham, MA, USA). The sequences for the gene-specific qRT-PCR primers used are listed below. The relative expression of RNAs was calculated using the comparative Ct method with *Gapdh* as an internal control. Data are presented as normalized individual data points.

### 4.8. Mammary Gland Whole-Mount Staining

Number 4 mammary glands were dissected, spread out on slides, fixed in 10% formalin in PBS overnight, and kept in 70% ethanol for 24 h. The glands were soaked in 35% and 17.5% ethanol for 1 h each. The glands were rinsed with PBS and stained in carmine alum (contains carmine and aluminum potassium sulfate in water) overnight. Next, the glands were dehydrated in a series of ethanol solutions for 1 h each. The glands were cleared in xylenes overnight and mounted with a coverslip using permount. A dissecting microscope was used to image the carmine-stained glands. Branching was quantified by counting the total number of branch nodes found in about ¼ of the branching area from the lymph node to the ending point and normalized as numbers of nodes per 6 × 10^6^ μm^2^ areas.

### 4.9. Mammary Gland Immunofluorescence Staining

For immunofluorescence staining, number 4 mammary glands were fixed in 10% formalin for 24 h, moved to 70% ethanol solution for 24 h, and embedded in paraffin. Then, 5 μm sections were cut and dehydrated in xylene and an ethanol gradient. After performing antigen retrieval in 10 mM citrate sodium containing 0.05% tween-20, the sections were washed with PBS and incubated with primary antibody overnight at 4 °C in antibody solution containing 10% donkey serum and 0.05% tween-20. Slides were washed three times in PBS containing 0.05% Triton X-100 and incubated with secondary antibody in antibody solution for 1 h at room temperature in the dark. Slides were washed in PBS, incubated with 4′, 6-diamidino-2-phenylindole (DAPI) for 5 min at room temperature, washed in PBS, mounted with coverslips using ProLong^®^ Gold antifade reagent (Life Technologies, Carlsbad, CA, USA). Slides were imaged on a Leica DMI 6000B fluorescence microscope. The primary antibodies used are Rat anti-Cytokeratin 8 (DSHB) and Rabbit anti-Flag-tag (Sigma). The secondary antibodies were conjugated with either Alexa fluor 488 or Alexa fluor 568 (Molecular probe).

### 4.10. Whole Transcriptome Sequencing (RNA-seq)

For the experiment, total RNA from mammary gland epithelial cells of seven pairs of littermate-matched 3.5-month wild-type and Rosa26KI-Usp22 OE/OE mice was extracted using the RNeasy Plus Mini Kit. The purified RNA was treated with RNase-free DNase set (Qiagen) and used for library preparation. Briefly, 1 µg of total RNA was used to prepare RNA-seq libraries with the Illumina TruSeq mRNA Kit according to the manufacturer’s protocol. The libraries were then sequenced using a 2 × 75 base paired-end protocol on the Illumina HiSeq 3000; 24–52 million pairs of reads were generated per sample. Each pair of reads represents a cDNA fragment from the library. The reads were mapped to the mouse genome (mm 10) using TopHat (version 2.0.10) [41]. By reads, the overall mapping rate is 93–97%; 89–95% of fragments have both ends mapped to the mouse genome. The number of fragments in each known gene from GENCODE Release M21 [42] was enumerated using htseq-count from the HTSeq package (version 0.6.0) [43]. Only genes with at least 10 fragments in at least 7 samples were retained for differential expression analysis. The differentially expressed genes (DEGs) were identified by paired t-test using normalized read counts in genes estimated by DESeq (version 1.18.0) [44]. Although the purity of MECs from all 7 pairs of mice was similar, as determined by qRT-PCR for epithelial and stromal markers, samples originating from different mice showed a high degree of variability, making it difficult to identify DEGs, and thus relaxed criteria (*p*-value ≤ 0.05 and gene length > 200 bp) were used to identify genes as being differentially expressed. 

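In a principal component analysis of log2(normalized count + 1), the first component held 40.1% of the variance and the second 16.8%. The littermate pair accounted for 86.3% of the spread of the libraries along the first component and genotype for 0.0237%. Neither the first component (exact sign-flip p = 0.938) nor the second (exact sign-flip p = 0.625) separated the genotypes over the 7 pairs. The OE/OE mouse of pair 4 lay farthest out, at 98.1 on the first component and 66.0 on the second, while its WT littermate was at 26.7 and -22.4. The purity of the preparations was read from lists of marker genes written before the data were examined, as the mean log2(normalized count + 1) of each list. The fibroblast list was 11.8 ± 0.29 in WT and 11.4 ± 0.49 in OE/OE (SD, n = 7), lower in OE/OE in 6 of 7 pairs (exact sign-flip p = 0.0938), and the adipocyte list was 8.65 ± 0.49 and 8.09 ± 0.64 (SD, n = 7), also lower in 6 pairs (exact sign-flip p = 0.0625). The pan-epithelial list was 13.8 ± 0.21 in WT and 13.9 ± 0.24 in OE/OE (SD, n = 7; exact sign-flip p = 0.0469), the smallest p of the 11 lists, and 0.344 after adjustment over them. All splits of the libraries into 7 and 7, without the pairing, gave p = 0.301 for the pan-epithelial list in an exact permutation test.

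**Figure D4:**
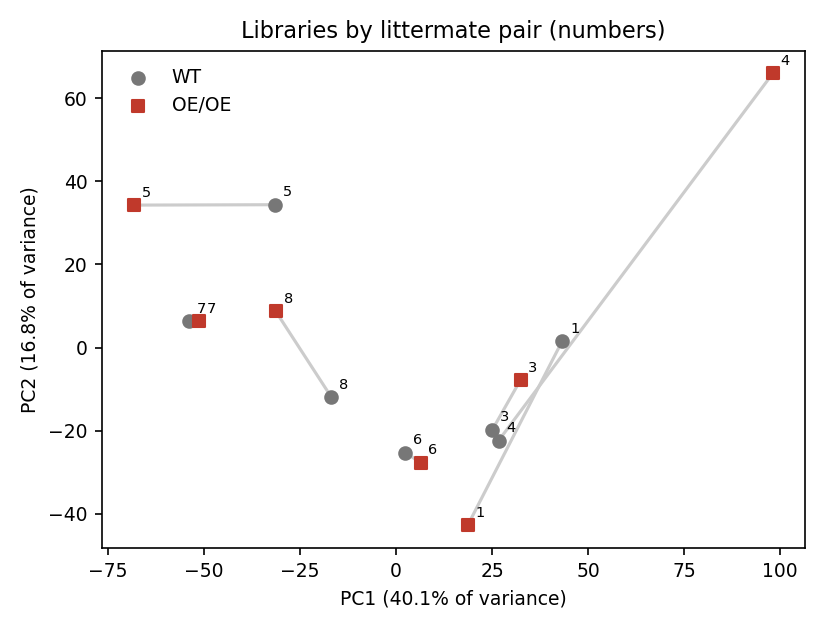
The 14 libraries on the first (40.1% of variance) and second (16.8%) principal components of log2(normalized count + 1), WT as circles and OE/OE as squares, numbered by pair and joined to the littermate. Littermates of pairs 6 and 7 lie close together, and the OE/OE mouse of pair 4 lies apart at 98.1 and 66.0.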

The IPA analysis was performed through the use of IPA [45] QIAGEN Inc. (https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis, (accessed on 12 August 2020). The DEGs were provided to IPA with log2 ratios to show the expression change directions. IPA “Core Analysis” was run against its “Ingenuity Knowledge Bases (Genes Only)” to look for enriched pathways and functions. All the other parameters were set as default. The gene set enrichment analysis was performed by GSEA software [46]. The genes were pre-ranked by a signal-to-noise score (defined as the mean of log2ratio values from all 7 pairs of samples divided by the standard deviation of log2ratio values) and all the other parameters were set as default. Volcano plots comparing gene expression fold change between *Usp22* overexpressing cells and wild-type cells were generated using VolcaNoseR [47]. *Usp22* expression during mammary development was plotted using the web app at https://marionilab.cruk.cam.ac.uk/mammaryGland/ (accessed on 30 June 2020), which allows interactive exploration of scRNA data published in Bach et al. [17].

### 4.11. Transwell Migration Assays

NMuMG control and *Usp22* expressing cells were seeded and replaced with DMEM medium containing 1% FBS for 24 h. The cells were washed with PBS, trypsinized for 10 min, washed, and resuspended in DMEM medium containing 1% BSA. A total of 30,000 cells per well were plated onto 8 μm-pore transwell filters (BD Transduction Laboratories) into 24-well plates with 800 μL of DMEM media containing 10% FBS added to each well below the filter. The cells were allowed to migrate through the filter for 24 h, at which time the medium was removed and the upper surface of the filter was scraped twice with a cotton swab to remove any cells that did not migrate through the filter. The filters were fixed in 100% methanol for 5 min and stained with 0.5% crystal violet for 2 h. The filters were washed with dH_2_O and air-dried at room temperature. The migrated cells on the transwells were observed and images were taken using a ZEISS Stemi 2000-C dissecting microscope. Then, 250 µL of 10% acetic acid per sample was added into the under well and shaken for 15 min to dissolve the crystal violet. A total of 150 µLof solution per sample was used with a regular 96 well plate to measure the absorbance value (λ = 595 nm) using an Omega plate reader.

## 5. Conclusions

Our results further demonstrate that *Usp22* is important for proper signaling through multiple pathways that impact both normal development and oncogenesis. They also demonstrate that *Usp22* OE alone is not oncogenic, although it may facilitate tumor formation induced by oncoproteins that drive aberrant signaling.

## Figures and Tables

**Figure 1:**
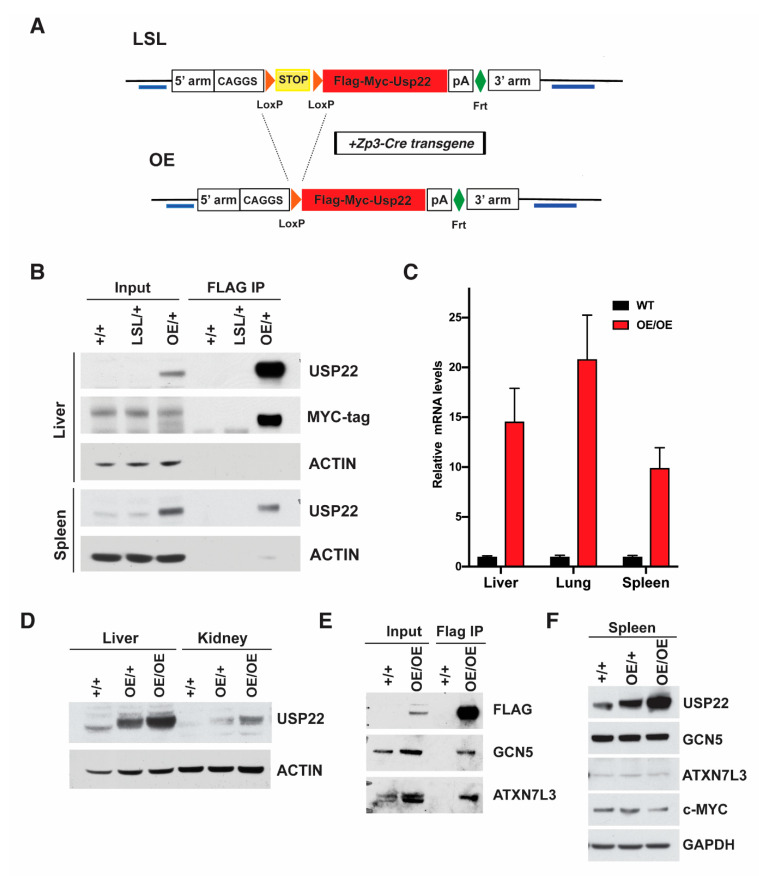
Generation of a mouse model that conditionally overexpresses *Usp22* transgene. (**A**) Female Rosa26KI-Usp22-LSL mice were crossed with male Zp3-cre mice, following the mating scheme described in Lewandoski et al., 1997, in order to acquire progeny with ubiquitous expression of *Usp22* transgene under the Zp3 promoter. Blue bars show the locations of 5′ and 3′ probes used for the Southern blot analysis. (**B**) Immunoprecipitation with anti-FLAG antibody using proteins from whole cell extractions of liver or spleen followed by immunoblotting with anti-MYC tag and anti-Usp22 antibodies to confirm the expression of the tagged *Usp22* protein in *OE/+* mice, but not in LSL/+ mice. (**C**) qRT-PCR analysis of total RNA isolated from the liver, lung, and spleen of wild type or *Usp22 OE/OE* adult female mice to validate the overexpression of *Usp22*. (**D**) Representative immunoblots showing the increased expression of *Usp22* in the liver and kidney of OE/OE mice relative to their wild type and heterozygous littermates. (**E**) Immunoprecipitation with anti-FLAG antibody using whole cell extracts from liver followed by immunoblotting with anti-GCN5 and anti-ATX7L3 antibodies to confirm the association of FLAG-Usp22 with both the DUB and HAT modules of SAGA in OE/OE mice. (**F**) Representative immunoblots using whole cell extracts from the spleen of wild type, *Usp22* OE/+, or *Usp22 OE/OE* adult mice showed that the levels of endogenous GCN5, ATXN7L3, and c-MYC proteins were not affected by *Usp22* overexpression.

**Figure 2:**
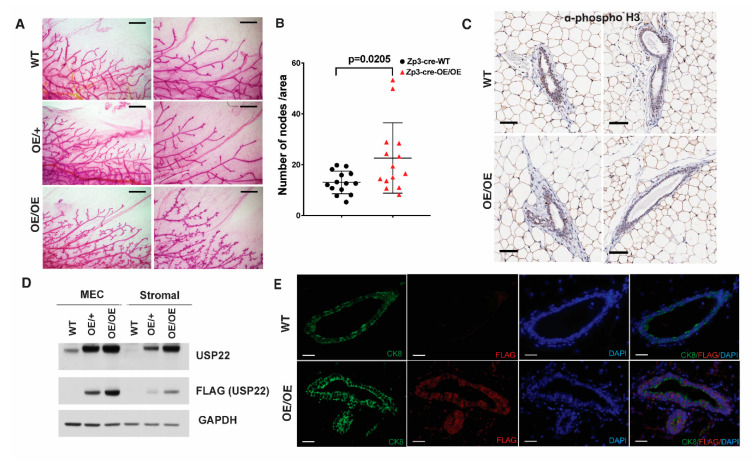
*Usp22* ubiquitous overexpression induces mammary gland over branching in post-pubertal nulliparous mice. (**A**) Mammary glands from nulliparous females at 16 weeks were stained with carmine alum. Representative images of mammary gland trees from wild type, heterozygous OE/+, and homozygous OE/OE female mice are shown. Scale bar—2 mm. (**B**) Quantification of mammary gland branching by counting the total number of branch nodes found in ¼ of the branching area from the lymph node to the ending point in each genotype (n = 14) and normalized as numbers of nodes per 6 × 10^6^ μm^2^ areas. *p* value was calculated with unpaired t test. (**C**) Anti-phospho histone H3 immunostaining of mammary gland paraffin sections from 16-week-old wild type and OE/OE nulliparous females show no overt increase in cell proliferation. Scale bar—150 µm. (**D**) Representative immunoblots using whole cell extracts from primary MECs and stromal fibroblasts from 3.5-month-old wild type, *Usp22 OE/+* or *Usp22 OE/OE* female mammary glands to validate the overexpression of *Usp22*. (**E**) Immunostaining of mammary gland paraffin sections with anti-FLAG and anti-CK8 antibodies confirm the expression of *Usp22* in both epithelial and stromal cells. Scale bar—50 µm.

**Figure 3:**
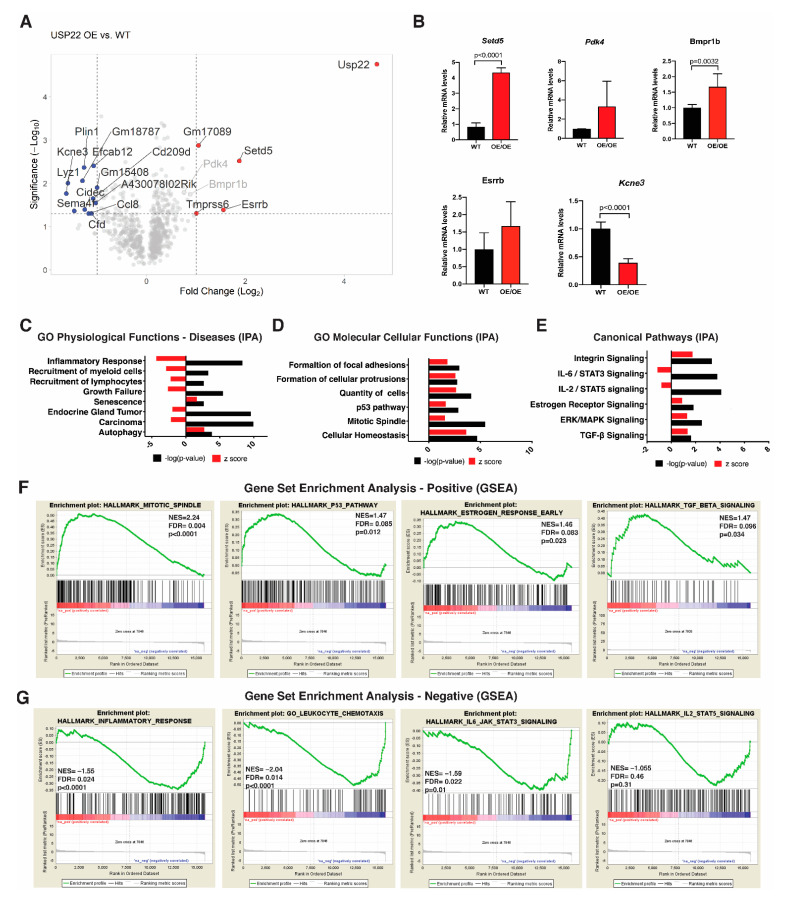
Altered gene expression profiles in *Usp22* overexpression primary mammary epithelial cells identify deregulated signaling cascades. (**A**) Volcano plot representation of differential expression analysis of genes upon *Usp22* overexpression. Differential expression of 638 genes reached statistical significance, with 361 up-regulated and 277 down-regulated genes, with the fold-change threshold set at |1| and *p*-value threshold set at *p* < 0.05. Red dots represent the top upregulated genes including *Usp22*, Setd5, and Esrrb, and blue dots represent the top downregulated genes including Kcne3, Sema6f, and Ccl8. (**B**) qRT-PCR analysis of total RNA from primary MECs isolated from 3.5-month-old wild type or *Usp22 OE/OE* female mammary glands to validate the top up-regulated and down-regulated genes identified. Shown is the relative expression of the genes normalized to Gapdh using three replicates per genotype. *p* values were calculated with unpaired t test and error bars depict SD of the three replicates. (**C**) GO analysis of significantly affected physiological functions and diseases predicted by IPA. (**D**) GO analysis of significantly affected molecular and cellular functions predicted by IPA. (**E**) Upstream regulators analysis by IPA predicted the IL6/STAT3 and IL2/STA5 pathway to be the most significantly inhibited, whereas integrin, estrogen receptor, ERK/MAPK, and TGF-β signaling pathways were predicted to be activated in the MECs overexpressing *Usp22*. (**F**,**G**) Representative plots of gene set enrichment GSEA analysis gene signatures that are positively (**F**) or negatively (**G**) affected by *Usp22* overexpression. FDR, false discovery rate; NES, normalized enrichment score.

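Of the 20 genes that the text, the volcano plot or its legend name with a direction, 19 were in the table. All 19 changed in the paper's direction with an unadjusted limma p of 0.05 or less, and 8 of them changed the same way in all 7 pairs. Adjusted over all 16124 genes, 2 had a limma adjusted p under 0.05; adjusted over these 19 alone, all 19 did, which shows no stability because the list was chosen on the same mice. Ccl8 (chromosome 11, 82115185 to 82116799) had a log2 fold change of -1.18 with a standard error of 0.20, from 97.1 ± 55.9 to 43.1 ± 29.3 normalized counts (SD, n = 7 WT and 7 OE/OE mice), and was lower in all 7 pairs (exact sign-flip p = 0.0156). Sema4f (chromosome 6, 82911885 to 82939769) had one of -1.28 with a standard error of 0.21 and was also lower in all 7 pairs. Sema6f is not analysed here. Plin1, Cidec and Cfd, 3 genes of adipocytes, had log2 fold changes of -1.30, -1.33 and -1.32. Among genes changed the same way in all 7 pairs, those with the smallest p also included Nipal1 (log2 fold change 0.44), Washc2 (0.36), Fam53c (0.31), Cysrt1 (-0.96), Agps (-0.59) and Mmp19 (-0.76). Without the pair as a block, Nipal1 and Agps no longer had an unadjusted p of 0.05 or less.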

**Figure 4:**
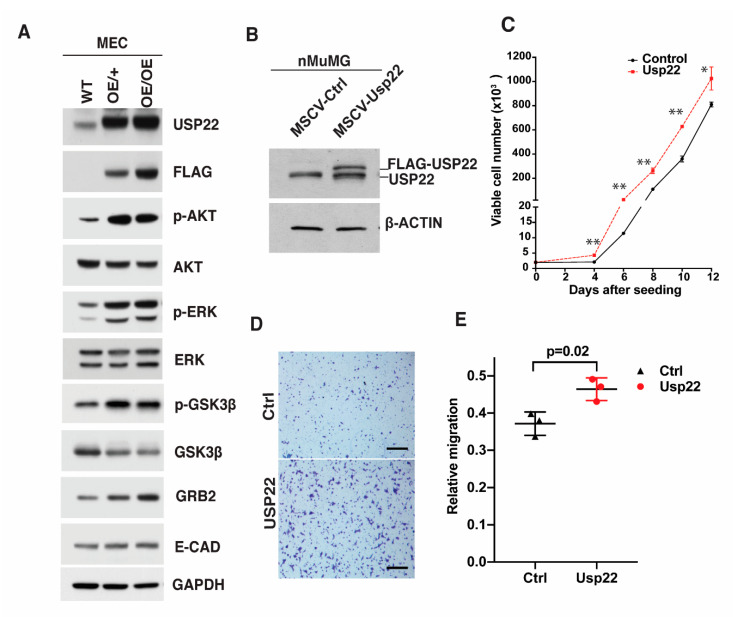
Deregulation of signaling cascades in primary epithelial cells and mammary cell lines upon *Usp22* overexpression. (**A**) Representative immunoblots showing increased levels of phosphorylated forms of ERK1/2, AKT, and GSK3β, as well as increased protein levels of GRB2, but not E-cadherin, in MECs overexpressing *Usp22*. (**B**) Immunoblot showing the stable overexpression of FLAG-tagged *Usp22* in immortalized NMuMG cells. (**C**) Growth assays indicate that *Usp22*-overexpressing NMuMG mouse epithelial cells show a limited increase in their proliferative capacity compared to the control cell line. ** *p* < 0.01, * *p* < 0.05. (**D**) Representative bright-field images of transwell migration assays using control or *Usp22* overexpressing NMuMG mouse epithelial cells, stained with crystal violet. Scale bar—400 µm. (**E**) Quantification of migrating *Usp22* overexpressing and control NMuMG mouse epithelial cells, measurements performed with crystal violet absorbance value of migrated cells from three replicates per group. Error bars represent SD of three replicates per group. *p* values were calculated using unpaired *t* tests.

**Figure 5:**
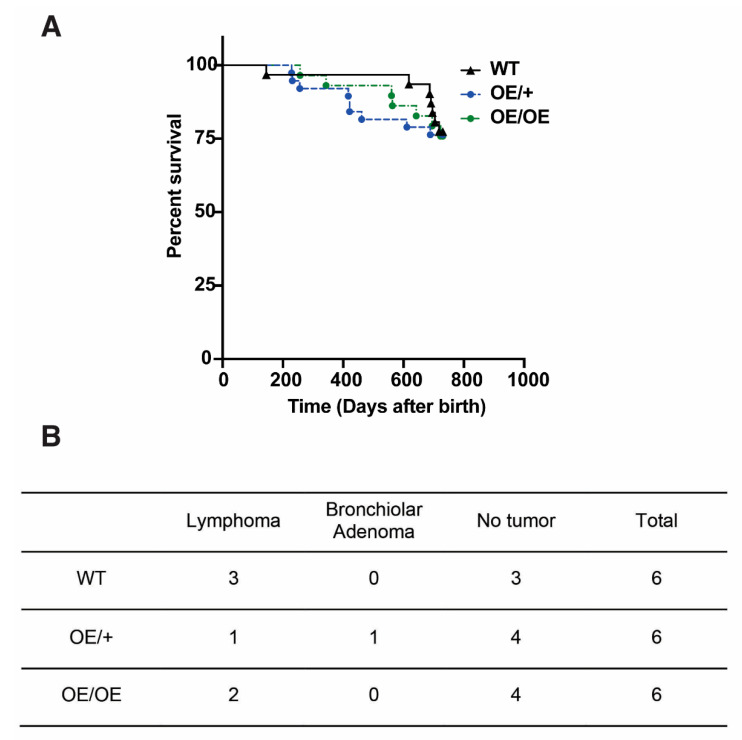
(**A**) Free survival of adult mice of wild type, *Usp22* OE/+ or *Usp22* OE/OE shows no significant differences between the different cohorts observed. (**B**) Necropsy results of 6 total 2+ year-old mice per genotype show no increased incidence of tumors in the OE/OE homozygotes or OE/+ heterozygotes compared to their wild type littermates.

**Table 1:** Mendelian ratios of the respective number of adult mice collected from the intercrossing of heterozygotes *Usp22* OE/+ are as expected.

	+/+	OE/+	OE/OE	Total
Observed number	45 (25%)	81 (46%)	52 (29%)	178 (100%)
Expected number	44 (25%)	89 (50%)	45 (25%)	178 (100%)
Chi square	0.23	0.72	1.09	
*p* value	>0.75	>0.25	>0.25	

**Table 2:** Mendelian ratios of the respective number of adult mice collected from OE/+ or OE/OE *Usp22* line crossed with *Usp22*^+/−^ heterozygotes for the *Usp22* null allele described in Koutelou et al., 2019.

	Total Number: 34			R26OE-Usp22: OE/+ Total Number: 108			R26OE-Usp22: OE/OE Total Number: 56		
	*Usp22* *+/+*	*Usp22* *+/-*	*Usp22* *-/-*	*Usp22* *+/+*	*Usp22* *+/-*	*Usp22* *-/-*	*Usp22* *+/+*	*Usp22* *+/-*	*Usp22* *-/-*
Observed number	12	22	0	32	56	20	18	22	16
Expected number	11	22	11	27	56	27	14	28	14
Chi square	0.09	0	11	0.93	0	1.81	1.14	1.29	0.29
*p* value	>0.75	0.99	<0.001	>0.25	0.99	>0.10	>0.25	>0.25	>0.50

## Data Availability

RNA-seq data have been deposited in GEO and the accession number is GSE180005.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13174276/s1, Figure S1: Verification of the targeted insertion of *Usp22* transgene in the ROSA26 locus, Figure S2: *Usp22* conditional overexpression in mammary gland epithelium induces over-branching, Figure S3: Endogenous *Usp22* is mostly expressed in luminal epithelial cells and may play a role in mammary gland hormone response, Figure S4: Validation of differential expression of genes implicated in signaling cascades upon *Usp22* overexpression in mouse mammary epithelial cells, Figure S5: *Usp22* ubiquitous overexpression does not affect the overall survival of male or female mice, supplementary materials and methods.

How the deposited data were processed for this re-analysis (not part of the article)

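RNA was sequenced from mammary epithelial cells of 7 WT and 7 Usp22 OE/OE female mice aged 3.5 months, paired as littermates, with 1 library per mouse. The authors mapped paired reads to mm10 with TopHat, counted fragments per GENCODE gene with htseq-count, kept genes with at least 10 fragments in at least 7 samples and divided the counts by DESeq size factors. The deposited values are therefore a signal, normalized counts on a linear scale that is never negative, and the authors pooled no samples. The pairing was taken from the sample labels and from the methods, which match the littermates.
From the deposited signal, the value of 1 fragment was found in each library as the smallest step between values, and 100% of the values in every library were whole multiples of it. The recovered fragments gave the depth, from 20125106 to 41835978 per library (median 37838930). Depth sets the precision of each count, and the WT libraries of pairs 1 (20125106) and 8 (22632805) were the shallowest. Intervals from counting error are not given, since the spread between mice is larger. All 16124 gene identifiers matched the GENCODE M21 annotation of GRCm38, from which positions, exon lengths and transcript sequences were taken; 14393 genes had an Entrez identifier for the Reactome sets.
The main test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(normalized count + 1), with the littermate pair as a block, a threshold of 0.05 on the unadjusted p as in the paper, and Benjamini-Hochberg adjustment beside it. It replaced the paper's per-gene paired test, which was kept as an alternative. With edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on the recovered fragments, 597 and 626 genes had an unadjusted p of 0.05 or less. Single genes, marker lists and panels were tested by exact sign flips of the 7 pairs (128 patterns, two-sided, smallest p 0.0156). For panels and Reactome sets, the value tested was the mean gene score of the set minus the mean over all genes, unless the mean log2 ratio is named. It can differ in sign from the enrichment score. Preranked enrichment used fgsea 1.28.0 with 10000 gene permutations and sets of 15 to 500 genes in the table, on the mean of the 7 pair log2 ratios divided by their SD, as in the paper. The Reactome set on interleukin 6 signaling, with 10 genes, was too small for it. The result of another Reactome set is not reported here, although the set is included in the counts of sets. The Hallmark and IPA gene sets were not used here, and the hand-written panels are not those sets, so their scores are not comparable in size with those of the paper.
The rule for the genes named in the text was fixed before the data were examined. It took a list of genes from the paper's text and volcano plot, and the genes within 0.5 Mb of ROSA26. That list does not hold every gene the paper mentions (AKT, ERK and GSK3β, for example, are not on it). The rule also took the 5 genes with the smallest p in each direction among genes changed the same way in all 7 pairs. These last genes were therefore picked by their values. Genes named outside this rule are said to be chosen after their values were seen. Alternatives covered the pseudocount (0.1 and 10), a minimum mean of 50 normalized counts, limma without trend, the block, other tests, median centring, quantile normalization, marker scores as covariates and each pair left out in turn. An adjustment of the score for gene length and GC content, and a filter on exon length above 200 bp, were added after the data were seen.
The tests were checked on simulated counts drawn from the real means and depths, with 200 of 16124 genes changed. Genes were drawn independently, so the simulation had no correlation between genes and no mouse that departs across many genes. With a log2 change of 1, limma recovered 94.5% of the changed genes at an unadjusted p of 0.05 or less and 69.0% at an adjusted p under 0.05, and called 5.03% of the unchanged genes at the unadjusted threshold. With a log2 change of 2, it recovered 97.0% at an adjusted p under 0.05. Since the simulated genes were independent, these rates do not show how the tests behave on the real mice. Of random sets of unchanged genes in the simulation, 8% had an exact sign-flip p under 0.05 and 0% a gene permutation p under 0.05.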

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

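In 62 groups of 7 mice (6 genes, 13 panels, 11 marker lists and the depth, in each genotype), a mouse was set against the others by its gap to the nearest one as a share of the group's range. 7 groups exceeded the critical value of 0.568, where 3.1 are expected by chance, and several of the measures share genes or cell types, so they are not independent. All tests of explanations in this part were chosen after these values were seen.
The WT mouse of pair 1 was the highest WT mouse in the leukocyte recruitment panel (mean log2 10.0, nearest mouse 8.88, gap 0.729 of the range), the inflammatory response panel (10.1, nearest 9.14, gap 0.802) and the lymphocyte markers (7.29, nearest 5.21, gap 0.665). The WT mouse of pair 8, the next shallowest library, had a lymphocyte score of 4.26, below the WT median of 4.63; since fewer fragments lower such a score if anything, this does not decide on depth. With each other WT library thinned to the depth of this one, the highest lymphocyte score was 5.18, so low depth does not account for the 7.29. Of the 13 lymphocyte markers in the table, 12 were highest in this mouse among WT mice, but these are the markers that set it apart, so the count does not test whether lymphocytes were carried into the preparation. Its OE/OE littermate was also the highest OE/OE mouse in leukocyte recruitment (9.66) and inflammatory response (9.83), with a lymphocyte score of 5.12 below the 5.46 of the OE/OE mouse of pair 3. These 2 panels were thus high in both mice of pair 1, and a cause shared by the litter was not tested.
The OE/OE mouse of pair 4 was the lowest OE/OE mouse in the IL-6/STAT3 panel (10.9, nearest 11.5, gap 0.634), the IL-2/STAT5 panel (9.29, nearest 9.82, gap 0.630) and the endothelial markers (10.1, nearest 11.5, gap 0.602). Depth does not account for it, since 2 OE/OE libraries had fewer fragments. Of the 15 endothelial markers, 14 were lowest in this mouse among OE/OE mice, which restates the low score and does not test for fewer endothelial cells in the preparation. Genotype alone does not set this mouse apart, since the other 6 OE/OE mice share it.
The OE/OE mouse of pair 5 was the lowest in the erythrocyte markers (4.16, nearest 5.87, gap 0.580). Its depth is the lowest of the OE/OE libraries, but the OE/OE mouse of pair 1, closest in depth, had an erythrocyte score of 7.11, above the median of 6.57. Of the 5 erythrocyte markers, 4 were lowest in this mouse, which likewise restates the low score, so a lower share of red blood cells in the preparation was not tested apart from it, and no biological explanation was tested.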

How the results depend on the processing

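Alternatives were set before the data were examined, except the 2 named as added later. The number of genes with an unadjusted p of 0.05 or less, 614 with the littermate pair as a block, was 182 without the block and 2429 with the adipocyte marker score as a covariate. Leaving out each pair in turn gave from 381 genes (without pair 6) to 1366 (without pair 4). The adipocyte score was itself lower in OE/OE in 6 of 7 pairs, and of the 2429 genes 214 were shared with the 614; the cause was not tested. The other settings stayed within 1.5 times the main count, including the filter on exon length added after the data were seen, under which the paper's per-gene paired test called 644 genes. Median centring changed the split of 315 higher and 299 lower to 386 and 245, and limma without trend to 298 and 355.
2 genes, Usp22 and Setd5, had an adjusted p under 0.05 in limma, with and without the block and with each pair left out. DESeq2 called 19. The paper's per-gene paired test called 3 on log2 values, with Cdk17 (chosen after its value was seen) beside Usp22 and Setd5, and 0 on the untransformed counts, with 644 genes at an unadjusted p of 0.05 or less; the cause was not tested. Genes with a 2-fold change as well, 48, were 15 with a pseudocount of 10, 25 with a mean of at least 50 normalized counts, 30 and 19 with the paired test on log2 values and on untransformed counts, and 242 with the adipocyte score; leaving out pairs gave from 43 to 80. A larger pseudocount shrinks changes of low genes; for the others the cause was not tested.
Of the 26 sets tested by gene permutation, 14 had p under 0.05, against 1 of 27 with exact sign flips of the score and 1 of 27 with camera (2 without the block); leaving out pairs gave from 8 to 14. By exact sign flips, the inflammatory panel had p = 0.0781, IL-6/STAT3 0.859, TGF-β 0.281, integrin 0.0625, p53 0.203, autophagy 0.109, focal adhesion 0.0625 and mitotic spindle 0.859 with the opposite sign. With camera, which allows for correlation between genes, the p-values were 0.0962, 0.526, 0.288, 0.0987, 0.114, 0.0595, 0.0989 and 0.780 for the same panels in that order, again with the opposite sign for mitotic spindle. With the macrophage score as a covariate, the enrichment score was -0.95 for IL-6/STAT3, 0.99 for IL-2/STAT5, 0.74 for the Reactome set on interleukin 2 signaling and 1.28 for autophagy. Adjusted for gene length and GC content (added after the data were seen), the autophagy score was 1.33.
With each pair left out in turn, the enrichment scores ran from -2.41 to -1.37 for inflammatory response, from -1.87 to 1.17 for IL-6/STAT3, from -1.39 to 1.12 for IL-2/STAT5, from -0.90 to 1.52 for estrogen response, from 1.06 to 1.45 for ERK/MAPK, from 1.30 to 2.19 for TGF-β, from 1.17 to 1.75 for p53, from -2.11 to 1.43 for mitotic spindle and from 1.23 to 1.596 for autophagy. Among the Reactome sets they ran from -0.80 to 1.51 for cytokine signaling, from -1.13 to 1.18 for interleukin 2 signaling, from -2.28 to 1.64 for mitotic prometaphase, from -1.59 to 1.18 for integrin interactions, from -0.81 to 1.39 for signalling to RAS, from -0.85 to 1.20 for adipocyte differentiation and from -1.72 to 1.07 for extracellular matrix organization. The leukocyte recruitment panel kept an unadjusted p under 0.05 under the alternatives run for panels; these did not include the adipocyte score, median centring or limma without trend. With pair 4 left out, the inflammatory panel, at -1.37 (gene permutation p = 0.0724), and the Reactome set on chemokine receptors, at -1.39 (gene permutation p = 0.0727), no longer had p under 0.05. The autophagy panel kept a gene permutation p under 0.05 only with pair 8 left out (p = 0.0215). The p53 panel lost it with pair 1, 5, 7 or 8 left out (gene permutation p = 0.129, 0.226, 0.0977 and 0.0716). The IL-6/STAT3 panel lost it with pair 1, 4 or 7 left out (0.129, 0.213 and 0.0698), and TGF-β only with pair 5 left out (0.118). The integrin and focal adhesion panels kept it in every run.
Of the marker lists, the hormone-sensing luminal difference was 0.057 with the median in place of the mean, the adipocyte difference was -0.25 in place of -0.56, and the pan-epithelial difference, 0.13, was -0.027 with the median and had an exact permutation p of 0.301 without the block at the same 0.13. Leaving out pairs gave log2 differences from -0.75 to -0.36 for adipocyte, from -0.35 to 0.092 for lymphocyte, from -0.58 to -0.33 for fibroblast, from -0.28 to 0.16 for endothelial, from -0.11 to 0.016 for basal epithelial, from -0.15 to 0.083 for luminal progenitor, from 0.11 to 0.18 for pan-epithelial and from -0.26 to 0.30 for skeletal muscle markers. With 6 pairs the smallest exact p is 0.0312. The adipocyte and fibroblast lists, above 0.05 with all 7 pairs, reached it with pair 1 left out and stayed above 0.05 with any other pair left out; the pan-epithelial list reached it with pair 8 left out and was above 0.05 in the other 6 runs. Of the genes beside ROSA26, counting Setd5 and the targeted gene, 19.0% had an exact p of 0.05 or less, against 4.38% of all genes. With pairs left out, 9.52% to 19.0% of the genes beside ROSA26 had it. Of the genes named in the text, 33 were followed through the alternatives run for single genes, and none reversed its direction; Cdk17 is not among the 33. Genes near 0 that were not followed did change sign: with pair 1 left out, Myc was at -0.077 and Eny2 at 0.0061.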

Differences from the paper's values

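The counts of genes were within 1.5 times of the paper's. At an unadjusted p of 0.05 or less, limma called 315 genes higher and 299 lower, against the paper's 361 and 277. The paper's per-gene paired test on untransformed normalized counts, an alternative set before the data were examined, gave 365 and 279, and no setting that was run gave the paper's counts exactly. The log2 fold changes of Usp22 (4.65; about 4.7 in Fig. 3A, read by eye), Setd5 (1.82; about 1.9 in Fig. 3A, read by eye), Esrrb (1.75; about 1.6 in Fig. 3A, read by eye) and Kcne3 (-1.58; about -1.6 in Fig. 3A, read by eye) lay within the spread between pairs.
The legend of Fig. 3A gives a fold-change threshold of 1 beside its 638 genes. If it is read on the log2 axis of the plot, 48 genes remained with limma and 19 with the paired test on untransformed counts. The legend names Sema6f among the genes that fell, whereas the plot carries the name Sema4f, which had a log2 fold change of -1.28 here. The paper's text puts Setd5 first among the genes that rose, whereas its Fig. 3A has Usp22 ahead, at about 4.7 against about 1.9 (read by eye). The order of these 2 genes was the same here, at 4.65 for Usp22 and 1.82 for Setd5. For the mitotic spindle, which the paper places among the functions that rose, the hand-written panel had an enrichment score of -0.93 and the Reactome set on mitotic prometaphase 1.26, neither with a gene permutation p under 0.05. The estrogen response and ERK/MAPK panels had scores of 1.08 and 1.31, the senescence panel 1.28 and the IL-2/STAT5 panel -1.04, none with a gene permutation p under 0.05; with pair 4 left out the estrogen panel was at 1.52, and with pair 1 left out the ERK/MAPK panel was at 1.45, each with a gene permutation p under 0.05. The mitotic prometaphase set also had a gene permutation p under 0.05 in the paper's direction with pair 1, 3, 5 or 7 left out (scores 1.64, 1.41, 1.48 and 1.36), and one of -2.28 with pair 4 left out. The Reactome set on cellular senescence had a score of 1.495 (gene permutation p = 0.0241, exact sign-flip p = 0.125), and 1.18 with pair 4 left out, 1.21 with the macrophage score as a covariate and 1.33 with a mean of at least 50 normalized counts, none of these 3 with a gene permutation p under 0.05. The set on nuclear MAPK targets had a score of 1.21 (gene permutation p = 0.210), and had a gene permutation p under 0.05 only with pair 6 left out, at 1.56. The panels are not the gene sets of the paper.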

Other observations

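The tests of gene length, of the splits for adjusted p, for a 2-fold change, for panels and for the excess on chromosome 6 were chosen after the results were seen, as were the limits on the correlation of adipocyte markers; the others in this part were set before.
Setd5, the gene with the largest increase after Usp22 over all 7 pairs, starts 32 bp from the annotated 5′ end of Gt(ROSA)26Sor, the locus that carries the transgene. The distance from the transgene itself to Setd5 was not examined. A hypothesis is that its rise is a local effect of the inserted promoter rather than of USP22 protein. The position is what such an effect needs. Gt(ROSA)26Sor (rank 13 of 1613 genes of similar expression by absolute change) and Thumpd3, which overlaps it (rank 168 of 1612), were lower. Since Gt(ROSA)26Sor is the targeted gene itself, its fall does not test an effect on Setd5. Of the 21 genes within 0.5 Mb, 4 (19.0%) had an exact sign-flip p of 0.05 or less, against 4.38% of all genes. They were Setd5 itself, which is the gene to be explained, the targeted Gt(ROSA)26Sor, Thumpd3 and Cidec. Cidec, a gene of adipocytes, was at -1.33, beside -1.30 for Plin1 on chromosome 7 and -1.32 for Cfd on chromosome 10. Neighbouring genes are also not independent, so this share does not count for a local effect. As a set, the 20 other genes within 0.5 Mb had a median absolute log2 change of 0.12, and a share of 0.0884 of 10000 random sets matched on expression had as large a median. By the rule first written for this test, that share speaks against a local effect reaching the neighbours; it was read as undecided only after the value was seen, because Setd5 adjoins the locus and an effect limited to adjoining genes would leave the set unchanged. The data cannot tell a local effect from an effect of USP22 on Setd5; a mouse with another insertion at ROSA26 might separate them.
A second hypothesis is that DNA of the strain in which ROSA26 was targeted was carried along on chromosome 6. Of 214 genes 2 to 20 Mb from the locus, 16 (7.48%) had an unadjusted limma p of 0.05 or less, against 570 of 15287 genes (3.73%) on other chromosomes (Fisher's exact test, p = 0.00978). Neighbouring genes are not independent, but 3 of the 64 splits that part every littermate pair, the real one included, gave as large an excess. The genes included Washc2 (3130705 bp away, log2 fold change 0.36, higher in 7 of 7 pairs), Efcab12 (2733396 bp, -1.16, lower in 7 of 7), and, chosen after their values were seen, Tmcc1 (0.30), Setmar (0.48), Zfp9 (-0.28) and Clec4e (-0.99), each changed the same way in 7 pairs. This is consistent with linked strain differences for part of these genes, Efcab12 being one that the volcano plot names, and does not show that they explain Setd5. Sequence variants in the reads could test it.
The number of genes with an unadjusted p of 0.05 or less, 614, was reached by 29 of the 64 splits of the mice that part every littermate pair, whose median was 476 genes and whose highest was 1869. The 48 genes with a 2-fold change as well were reached by 21 of the 64 splits. Both counts are therefore within what regrouping the same mice gives. The 2 genes with an adjusted p under 0.05 were reached by 1 of the 64 splits, the real one. In 20 splits that left some littermates together, the number of genes at the unadjusted threshold ran from 323 to 3304. The number with an adjusted p under 0.05 ran from 0 to 2 in these 20 splits (median 0), so the count of 2 was matched among them. For the 14 panels and Reactome sets with a gene permutation p under 0.05, 12 of the 64 splits gave as many.
Panels of signaling genes were higher in OE/OE, and the score across genes rose with exon length (Spearman correlation 0.222 across genes, which are not replicates), mainly through pairs 5 (0.349) and 8 (0.340). After adjustment for length and GC content, 7 of the 9 sets higher at a gene permutation p under 0.05 kept it, so length may contribute to the other 2, among them the autophagy panel, and does not fully account for the 7. Whether the 7 reflect genotype remains open, since the exact sign-flip p-values of their scores were above 0.05; on the mean log2 ratio, the p53 panel had an exact p of 0.0469, and 0.316 after adjustment over the 27 sets.
Immune genes were lower in OE/OE, and fewer macrophages among the isolated cells could produce that. The macrophage marker score differed by -0.17, lower in 5 of 7 pairs (exact sign-flip p = 0.297). This difference ran from -0.27 to -0.069 with pairs left out, and was -0.062 with the median of the markers (exact sign-flip p = 0.641). With the macrophage score as a covariate, the leukocyte recruitment panel had an enrichment score of -2.07 (gene permutation p = 0.000473) and the inflammatory panel -1.59 (gene permutation p = 0.0137). The Reactome set on chemokine receptors moved from -2.12 to -1.32 (gene permutation p = 0.103) and the IL-6/STAT3 panel from -1.51 to -0.95 (gene permutation p = 0.549). Macrophage content measured in this way does not fully account for the leukocyte recruitment and inflammatory panels, whereas for the other 2 sets it remains possible; other leukocytes were not tested as covariates.
Adipocyte genes, among them Plin1, Cidec and Cfd of the volcano plot, were lower in OE/OE, by -0.56 on the marker score (lower in 6 of 7 pairs). With the median of the markers in place of the mean, the difference was -0.25 (exact sign-flip p = 0.359). If they came from adipocytes carried into the preparations, the markers would move together. Their mean correlation within genotype was 0.354, and the score's SD among WT mice was 0.49, slightly below the difference between genotypes, so that carry-over remains possible and cannot be told apart from a change in the cells.
The paper follows several proteins, and the genes of AKT, ERK and GSK3β were not examined singly here. Of the protein-named and reference genes that were listed beforehand, 10 were in the table, and their RNA changed between -0.50 (S100a4) and 0.13 (Cdh1) on the log2 scale, with none at an unadjusted limma p of 0.05 or less. The smallest exact sign-flip p among them was 0.0312, for Cdh1, which was higher in 6 of 7 pairs. S100a4 had few counts, with a mean of 12.9 normalized counts in WT and 12.0 in OE/OE. Its change depended on the pseudocount, at -0.12 with 10 and -0.99 with 0.1.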
